A study of Homo sapiens with 18 samples. Its data were reported in "TFEB activation hallmarks antigenic experience of B lymphocytes and directs germinal center fate decisions" (2024).

How the data were processed

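RNA from Ramos cells, a human B cell line derived from a Burkitt lymphoma, was sequenced in 18 libraries. Per the labels, 3 lines were used: the parental wild type (WT) and the TFEB knockout (KO) clones #A-31 and #B-24. TFEB is a transcription factor known for its control of lysosome and autophagy genes. Each line was left unstimulated (0 h) or was stimulated through its B cell receptor (BCR) with F(ab')2 fragments of an antibody against IgM for 6 h or 18 h. This gave 9 groups of 2 libraries, numbered replicate 1 and replicate 2 in the labels.

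The values deposited by the authors are raw read counts per Ensembl gene, with no normalization. Per the study's methods, the authors made non-stranded poly(A) libraries, sequenced them as short single-end reads, aligned the reads to the human genome build GRCh38 with STAR and counted them per gene with featureCounts. The authors then analysed their counts with DESeq2. Counting settings such as the treatment of reads with several alignments were not stated, so values for genes with near-identical copies, for overlapping genes and for antisense genes are uncertain. This concerns the HLA class II genes, the chemokine genes CCL3, CCL3L3 and CCL4, SPANXB1, pseudogenes such as GOLGA2P11 and the immunoglobulin genes.

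Each library held counts for the same 60617 genes. Gene symbols were matched for 60261 of them, and coordinates on GRCh38, gene types and the GC content of the longest transcript came from GENCODE release 29. Total counts ranged from 20930958 to 38431794 per library. The 10 genes with the most reads took 3.49% to 4.83% of a library, and mitochondrial genes took 2.63% to 3.69%. Reads carry no molecular identifiers, so counting error is a lower limit on the error of any value.

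The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr over the 9 groups (minimum count of 10), which left 17379 genes and removed 0.0717% of the counts. TMM factors were used, and a model of 9 group means was fitted to the 18 libraries together. The common biological coefficient of variation was 14.4%. A gene was called when its Benjamini-Hochberg adjusted p-value over all genes tested was under 0.01 and its log2 fold change was above 1 or below −1. The limits are those of the study's methods. Standard errors (SE) of log2 fold changes were derived from the fold change and its F statistic. CPM values use TMM-scaled library sizes and are given as mean ± SD of the 2 libraries of a group.

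The comparisons were each clone against WT at each time point, #B-24 against #A-31 at each time point, 6 h and 18 h against 0 h in each line, the interaction of line and stimulation for each clone at 6 h and at 18 h, and each clone against WT for the mean over the 3 time points. Genes called in both clones in the same direction were counted, and 20 series of counts simulated with no line effect were made to gauge the overlap and correlation that the shared WT libraries produce. The size of the response was the median log2 fold change to stimulation over genes called for the mean response of the 3 lines. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, over 7 lists and 12 comparisons (84 tests adjusted together, threshold 0.05). The lists covered MHC class II, autophagy, lysosomal genes of the type that TFEB binds, the BCL2 family, the respiratory chain, the G2/M phase and the BCR with its proximal signalling genes. A further list held 24 genes that the study names for its B cell lines, of which 23 were tested. The study chose those partly on these libraries, so counts over that list are not independent evidence.

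Genes named in the text were TFEB and its family, the 24 genes of the study, and the genes with the largest changes under a fixed rule. For the clones against WT the rule took, at each time point, up to 3 genes in each direction among those called in both clones, ranked by the smaller of the 2 fold changes. For WT stimulation it took 5 higher and 3 lower genes per time point, and for genes called in both interactions and for #B-24 against #A-31 at 0 h up to 3 in each direction. Each had a mean of at least 5 CPM in a group compared, and, outside the interactions, no overlap between the libraries of the groups. Genes named outside this rule are marked as chosen after their values were seen. The groups, comparisons, tests, thresholds, gene lists, naming rule and the alternatives described next were fixed before the data were examined.

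These alternatives were DESeq2 1.42.0 with its Wald test, median-ratio (RLE) factors, no low-count filter, only genes with a mean of at least 50 counts, the replicate number as a block, a fit of only the libraries compared, a threshold of adjusted p under 0.05 with no limit on the fold change, and leaving out each library in turn. For gene lists they were fry and camera with an estimated correlation, and for the response size the genes called in WT alone. The fit called one of only the libraries compared held every line of the time point for comparisons between lines. For stimulation it held every time point of the line. For interactions and means over times it held only the groups named. It kept the genes tested in the main fit. A correction for GC content, the block with that correction, and the block with crossed numbers were added after seeing the data. The GC correction added each library's lowess trend (span 0.3) of log2 CPM on GC content to the offsets. It removes any biological difference that follows GC content as well. Gene lists in GC-corrected fits were tested with cameraPR on a ranked quasi-likelihood statistic, because camera takes no gene-wise offsets.

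The replicate numbers were checked for pairing by correlating the replicate 1 minus replicate 2 differences of 9295 genes between groups. All 28 pairs among the 8 groups other than #B-24 at 18 h had a Pearson correlation above 0.1, from 0.62 to 0.95 with a median of 0.76. The 8 pairs with #B-24 at 18 h ranged from −0.31 to −0.04. The labels do not say what the numbers stand for, and the pairing rests on this check. The numbers were therefore taken to pair the libraries of those 8 groups.

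The procedure was tested on simulated counts for #A-31 against WT at 6 h with 16980 genes, of which 200 were changed by a log2 fold change of 2. It recovered 184 of the 200 (92%), none in the wrong direction, with 3 false calls. Plots were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.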

Results

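Gene expression was measured by RNA sequencing in WT Ramos B cells and in the TFEB KO clones #A-31 and #B-24, each unstimulated and after 6 h and 18 h of anti-IgM stimulation, with 2 libraries in each of the 9 groups. In WT the totals of replicates 1 and 2 were 28718834 and 28970393 counts at 0 h, 29641293 and 31083122 at 6 h, and 25585879 and 23079316 at 18 h. In #A-31 they were 31412228 and 27816667 at 0 h, 32894267 and 26595220 at 6 h, and 30720259 and 24374910 at 18 h. The libraries of #B-24 held 25901009 and 21982615 counts at 0 h, 26705757 and 20930958 at 6 h, and 25436968 and 38431794 at 18 h. Between 24503 and 27920 genes had at least 1 read in a library. There is a single WT line and each clone grew from its own cell, so a difference between a clone and WT can come from the loss of TFEB or from variation between clones. The comparison of the clones with each other gives the size of the latter together with any difference in how TFEB was disrupted.

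TFEB itself (ENSG00000112561, chromosome 6, 41683978 to 41736259 on GRCh38) was read in every library, which checks the labels. A frameshift need not lower an mRNA. In WT it stood at 55.1 ± 12.7 CPM at 0 h, 34.1 ± 4.31 CPM at 6 h and 36.7 ± 1.43 CPM at 18 h (SD, 2 libraries each). In #B-24 it stood at 26.4 ± 2.41, 18.2 ± 0.616 and 15.2 ± 1.19 CPM. All 6 #B-24 libraries lay below both WT libraries of the same time point. The log2 fold change was −1.08 (SE 0.14, edgeR adjusted p = 0.000118) for the mean over times. At single time points it was −1.06 at 0 h (adjusted p = 0.0327), −0.91 at 6 h (adjusted p = 0.0523) and −1.27 at 18 h (adjusted p = 0.00824), so that TFEB was called at 18 h and not at 0 h or 6 h. At 0 h it was also called with the replicate block (−1.06, adjusted p = 0.000564), with no low-count filter, with DESeq2 and with the GC correction. At 18 h the call was lost with RLE factors (adjusted p = 0.01005) and with the filter of at least 50 counts (adjusted p = 0.0136), and held in the other 8 alternatives, whose adjusted p ranged from 7.01e-09 to 0.00824. In #A-31, TFEB stood at 59.5 ± 18.4, 44.9 ± 12.7 and 36.4 ± 5.11 CPM, with log2 fold changes against WT of 0.11, 0.40 and −0.01 (adjusted p = 0.849, 0.419 and 0.996). The mRNA level thus marked #B-24 and not #A-31. Between the clones, TFEB was lower in #B-24 by a log2 fold change of −1.17 at 0 h (SE 0.23, adjusted p = 0.00487). That call was lost in a fit of only the libraries compared (−1.10, adjusted p = 0.0292) and with the GC correction, where the fold change of −0.96 was short of the limit.

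Among the relatives of TFEB, TFE3 differed from WT by at most 0.20 on the log2 scale in either clone (adjusted p of at least 0.561), and MITF had too few reads to be tested. TFEC (ENSG00000105967, chromosome 7, 115935148 to 116159896) was at 25.5 ± 12.3, 37.3 ± 19.5 and 21.8 ± 9.18 CPM in #A-31 and at 0.541 ± 0.141, 1.10 ± 0.0622 and 0.660 ± 0.309 CPM in WT. Its log2 fold change in #A-31 was 5.55 (SE 0.64, adjusted p = 4.17e-05) at 0 h, 5.08 (SE 0.59, adjusted p = 3.99e-05) at 6 h and 5.06 (SE 0.64, adjusted p = 8.61e-05) at 18 h, higher in 6 of 6 libraries. In #B-24 it had 0 to 13 reads per library and was not called against WT (adjusted p of at least 0.433 at the 3 time points).

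**Figure D1:**
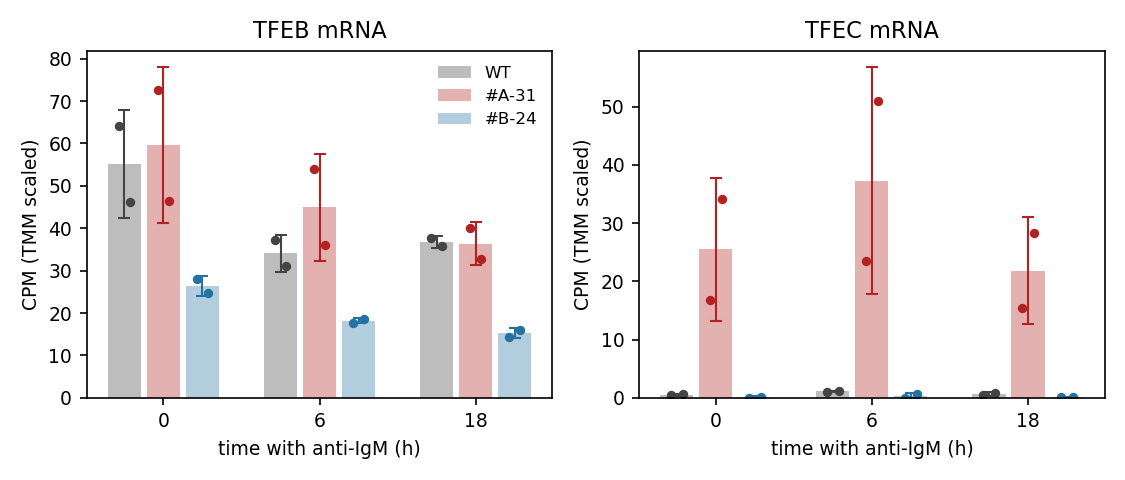
CPM (TMM scaled) of TFEB and TFEC mRNA by line and time with anti-IgM (h); bars are means, points are the 2 libraries of a group and error bars are SD. Every #B-24 library was below the WT libraries of its time point for TFEB, and TFEC was at 21.8 to 37.3 CPM in #A-31 against at most 1.10 CPM in the WT groups.

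The comparison of each clone with WT asks which genes depend on TFEB. In #A-31, 693 genes were called at 0 h (225 higher, 468 lower), 811 at 6 h (269 higher, 542 lower) and 879 at 18 h (216 higher, 663 lower). In #B-24, 167 genes were called at 0 h (100 higher, 67 lower), 232 at 6 h (142 higher, 90 lower) and 200 at 18 h (144 higher, 56 lower). For the mean over the 3 time points, with 6 libraries against 6, 1130 genes were called in #A-31 and 351 in #B-24. By number of genes, the alternative that moved these counts most was adjusted p under 0.05 with no fold limit, which gave 1211, 1521 and 1602 genes in #A-31 and 271, 561 and 411 in #B-24.

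**Figure D2:**
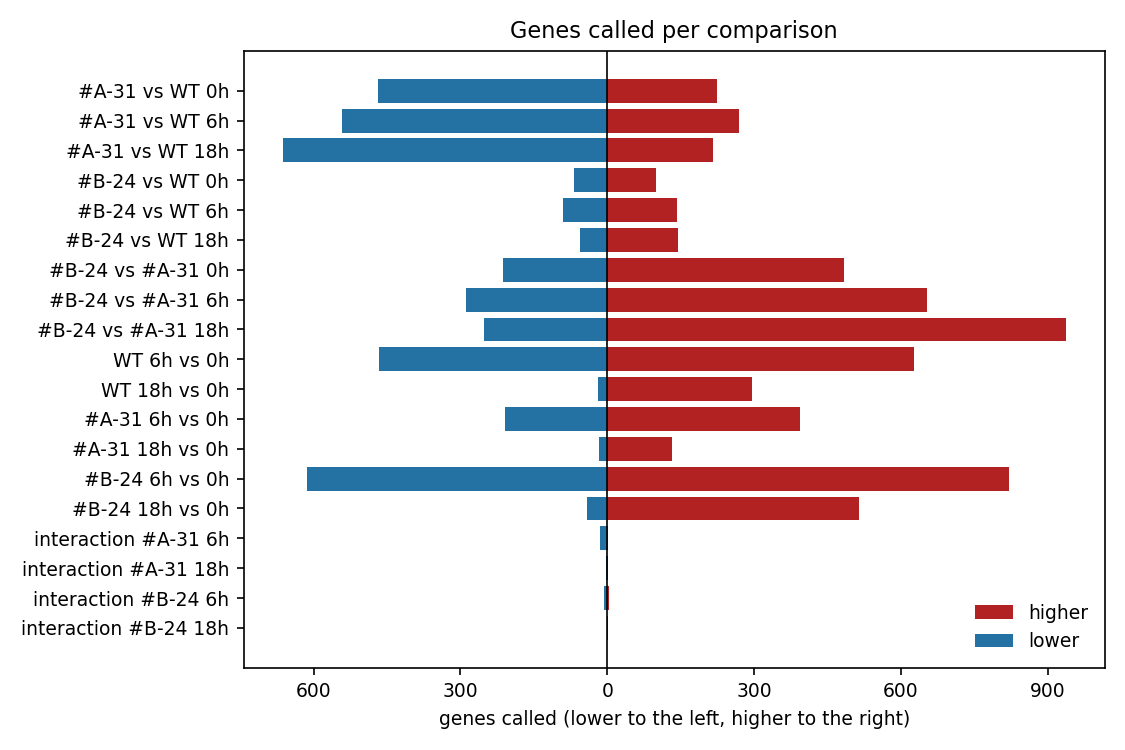
Number of genes called in each comparison, higher to the right (red) and lower to the left (blue), out of 17379 genes tested. #A-31 against WT gave 693 to 879 calls, #B-24 against WT 167 to 232, and the clones against each other 699 to 1188.

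A gene that depends on TFEB would be called in both clones in the same direction. There were 78 such genes at 0 h, 91 at 6 h and 69 at 18 h, and 27, 38 and 40 genes were called in both clones in opposite directions. The shared genes made up 11.3%, 11.2% and 7.85% of the calls in #A-31 and 46.7%, 39.2% and 34.5% of those in #B-24. In the 20 simulated series with no line effect at most 0 genes were called in both clones at any time point, while at an unadjusted p under 0.05 up to 208 genes changed the same way in both. No simulated clone had a call against WT (0 at each time point), so this simulation could not show shared calls. At all 3 time points 43 genes were called in both clones, 34 higher and 9 lower. Across genes, which are not independent replicates, the log2 fold changes of the clones had a Pearson correlation of 0.24, 0.21 and 0.12 at 0 h, 6 h and 18 h. Simulated series gave medians of 0.48, 0.47 and 0.52 from the shared WT libraries alone. The simulated noise was drawn for each library on its own and held no GC trend. After the GC correction the correlations of the clones were 0.25, 0.21 and 0.12. This argues against a GC trend as the reason that they lay below the simulated medians. The simulation also held no changes private to a clone, while 588, 682 and 770 genes were called in #A-31 only. Its medians are thus not a level that the real correlations had to reach. By number of genes, adjusted p under 0.05 with no fold limit moved the shared counts at 6 h and 18 h most, to 216 and 133, and a fit of only the libraries compared moved that at 0 h most, to 32.

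Under the naming rule, the genes higher in both clones were MYO10, FGF14, GOLGA2P11 and SPANXB1. MYO10 (ENSG00000145555, chromosome 5, 16661914 to 16936276) was at 0.270 ± 0.142 CPM in unstimulated WT, 41.9 ± 7.02 in #A-31 and 10.6 ± 0.457 in #B-24, with log2 fold changes of 7.25 (SE 0.32, adjusted p = 3.60e-09) and 5.27 (SE 0.32, adjusted p = 6.98e-07). FGF14 stood at 5.16 ± 0.771 and 2.35 ± 0.336 CPM in the clones at 0 h, with 2 reads in each WT library of that time point. The pseudogene GOLGA2P11 rose by a log2 fold change of 4.64 in #A-31 and 4.26 in #B-24 at 0 h (adjusted p = 5.42e-09 and 1.69e-07). SPANXB1 had 289 and 253 reads in #A-31 at 6 h, 8 and 14 in #B-24, and 0 and 1 in WT. GOLGA2P11 and SPANXB1 belong to families of near-identical copies, so their reads are uncertain.

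The genes lower in both clones under the rule were ANXA5, IL7R, RAI14, VGF, CCR7 and TCEAL4. ANXA5 (ENSG00000164111, chromosome 4, 121667955 to 121697113) had 166 to 223 reads in each WT library and 0 to 2 reads in each of the clone libraries. Its WT level was 7.13 ± 0.539 CPM at 0 h, 6.35 ± 0.517 CPM at 6 h and 6.80 ± 0.978 CPM at 18 h, and the largest adjusted p over both clones and the 3 time points was 2.92e-06. At 0 h, IL7R fell by 5.47 in #A-31 and by 2.65 in #B-24 on the log2 scale (adjusted p = 4.83e-06 and 0.00117), from 5.58 ± 0.0276 CPM in WT. RAI14 fell by 2.12 and 1.65 (adjusted p = 0.000283 and 0.00710), from 51.7 ± 11.6 CPM. At 6 h, VGF fell by 3.11 and 3.49 (adjusted p = 4.44e-06 and 1.43e-05) and CCR7 by 5.92 and 2.67 (adjusted p = 2.14e-09 and 2.27e-06). At 18 h, TCEAL4 fell by 2.28 and 1.87 (adjusted p = 4.02e-07 and 1.31e-05). In each case the clone libraries lay below both WT libraries of that time point. In #B-24 the RAI14 calls at 0 h and 18 h were lost with the filter of at least 50 counts, and the former also in a fit of only the libraries compared. The SPANXB1 call at 6 h was lost with that filter, with DESeq2 and in the fit of only the libraries compared.

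**Figure D3:**
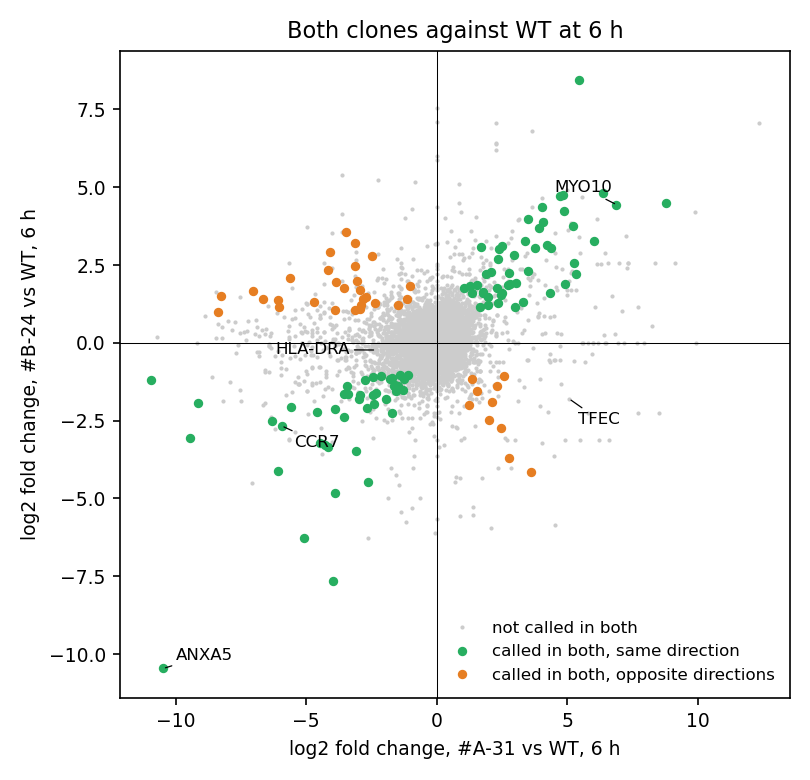
Log2 fold change against WT at 6 h in #A-31 (x axis) and #B-24 (y axis); each point is a gene, grey where not called in both clones, green where called in both in the same direction (91 genes) and orange where called in opposite directions (38 genes). ANXA5 lies lowest in both clones among genes called in both at this time under the naming rule, and HLA-DRA is lower in #A-31 with #B-24 near 0.

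The clones were compared with each other to see how far lines of the same intended genotype differ. #B-24 against #A-31 gave 699 calls at 0 h (485 higher, 214 lower in #B-24), 942 at 6 h (654 higher, 288 lower) and 1188 at 18 h (937 higher, 251 lower). At 6 h and 18 h these counts were higher than those of either clone against WT in every alternative. At 0 h the count was close to that of #A-31 against WT (699 and 693), and the order was reversed with the replicate block (817 and 831), DESeq2 (705 and 713), no low-count filter (903 and 937) and the block with the GC correction (881 and 905). By number of genes, adjusted p under 0.05 with no fold limit moved them most, to 1220, 2344 and 2345. At 0 h the genes with the largest differences under the rule were KRBOX4, TMEM255A and DLG3, all on the X chromosome, and HGF, SHANK1 and LINC02254. KRBOX4 and TMEM255A had 0 reads in both unstimulated #A-31 libraries against 220 and 152, and 192 and 143, in #B-24, and DLG3 had 0 and 1 against 256 and 219. WT had 182 and 197 reads of KRBOX4. HGF had 139 and 197 reads in #A-31 and 0 in both #B-24 libraries, SHANK1 291 and 238 against 0 and 1, and LINC02254 177 and 178 against 0 and 1. The largest adjusted p of the 6 genes was 7.21e-06.

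The study names MHC class II, chemokine receptor and apoptosis genes for its B cell lines. Of the 23 genes tested, 5 were called in #A-31 at 0 h, 9 at 6 h and 10 at 18 h, all lower. Adjusted over the list alone, the counts were 5, 9 and 11. In #B-24 the counts were 1, 3 and 0, all lower, and adjusted over the list alone 1, 3 and 1. At 18 h, 5 genes of the list had an unadjusted p under 0.05 in #B-24. Genes called in both clones in the same direction were IL7R at 0 h, and CCR7, IL7R and HRK at 6 h. The HRK call in #B-24 was lost in a fit of only the libraries compared (adjusted p = 0.0138). At 18 h there were 0, and 1 gene at an unadjusted p under 0.05 in both. IL7R in #B-24 at 18 h had a log2 fold change of −1.54 (adjusted p = 0.0107), and with the replicate block −1.58 (adjusted p = 3.75e-05), past the threshold. CXCR4 fell by 0.86 in #A-31 at 6 h (adjusted p = 0.00836), short of the fold limit, and CCR6 had too few reads to be tested. CXCR5 was lower in #A-31 at 6 h (log2 fold change −2.54, adjusted p = 2.27e-05) and 18 h (−2.61, adjusted p = 6.33e-05) and not in #B-24 (0.31 and 0.28, adjusted p = 0.595 and 0.797). BAX, PYCARD, BCL2L1 and BCL2L15 were not called in either clone at any time point.

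HLA-DRA was at 39.5 ± 2.70 CPM in unstimulated WT, 7.20 ± 0.514 in #A-31 and 44.1 ± 0.291 in #B-24. The log2 fold change in #A-31 was −2.45 (SE 0.14, adjusted p = 3.14e-08) at 0 h, −2.34 (SE 0.13, adjusted p = 3.18e-08) at 6 h and −2.34 (SE 0.13, adjusted p = 3.34e-08) at 18 h. In #B-24 it was 0.16, −0.23 and 0.11 (adjusted p of at least 0.478). The difference between the clones at 0 h was 2.61 for HLA-DRA (SE 0.14, adjusted p = 1.58e-08), 1.53 for HLA-DPB1 (SE 0.21, adjusted p = 0.000226) and 3.31 for HLA-DQA1 (SE 0.25, adjusted p = 4.23e-07). HLA class II genes share reads with close relatives, so values of single members are uncertain. CIITA, which encodes their transcriptional coactivator, was lower in #A-31 by −0.61, −0.80 and −0.79 (adjusted p = 0.0883, 0.0160 and 0.0169), which did not pass the threshold. For the mean over times CIITA was lower by −0.73 (SE 0.11, adjusted p = 0.000235), short of the fold limit. CD74 differed by at most 0.28 on the log2 scale in either clone (adjusted p of at least 0.585).

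**Figure D4:**
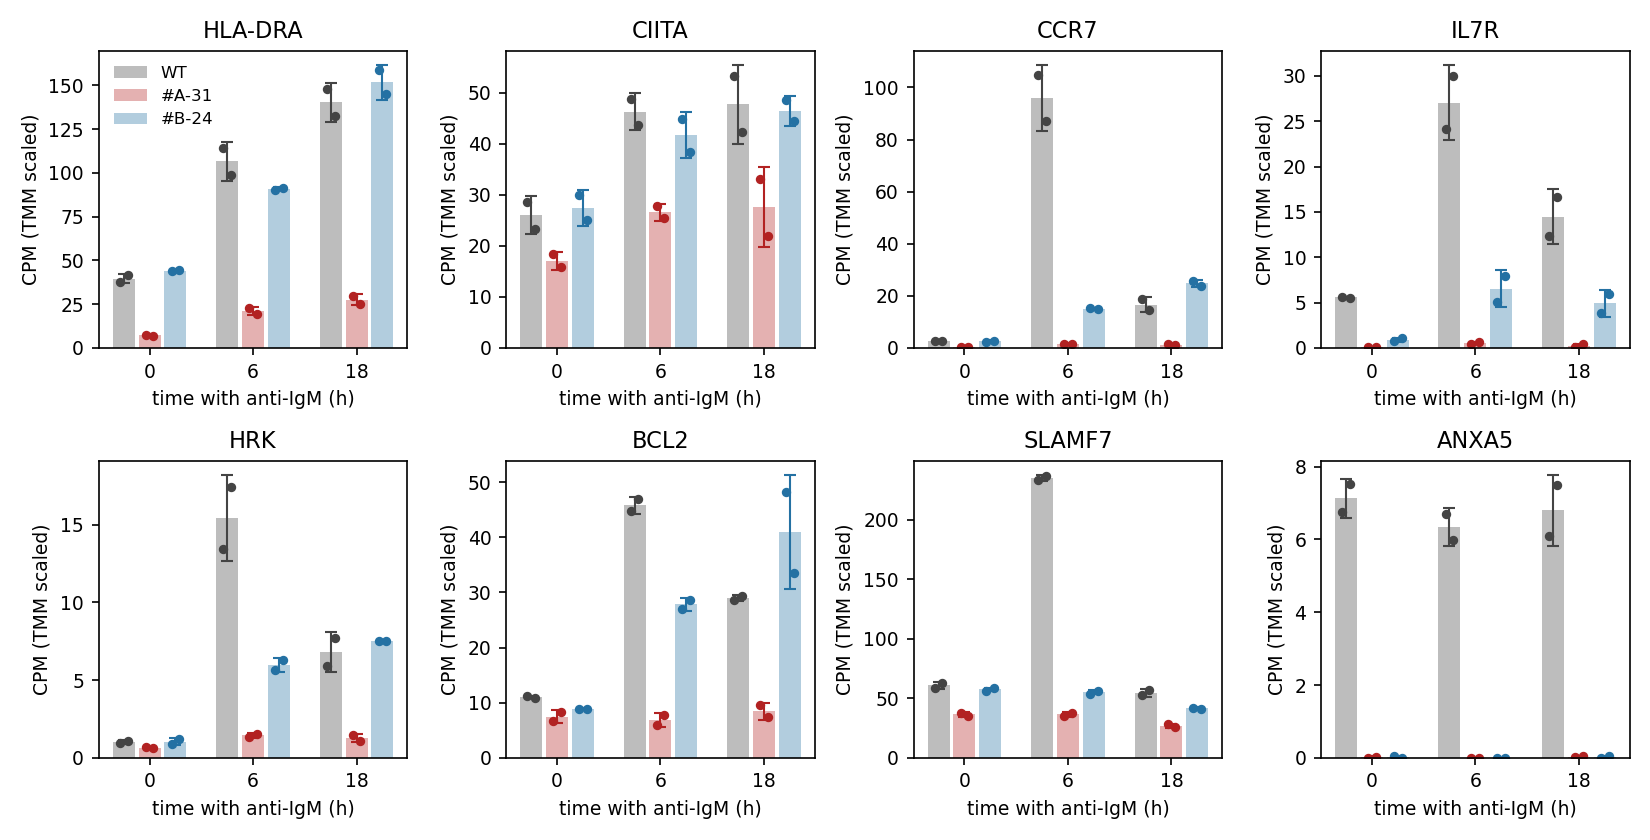
CPM (TMM scaled) of HLA-DRA, CIITA, CCR7, IL7R, HRK, BCL2, SLAMF7 and ANXA5 by line and time with anti-IgM (h); bars are means, points are the 2 libraries of a group and error bars are SD. HLA-DRA was called lower than WT in #A-31 and not in #B-24, CCR7 at 6 h was at 96.0 CPM in WT and 15.05 and 1.57 CPM in #B-24 and #A-31, and ANXA5 was at 0 to 2 reads in each clone library.

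Stimulation of WT asks how BCR signals change expression. At 6 h, 1095 genes were called against 0 h (628 higher, 467 lower), and at 18 h 315 genes (296 higher, 19 lower). In #A-31 the counts were 602 at 6 h and 149 at 18 h, and in #B-24 1435 (821 higher, 614 lower) and 555. The replicates of a group lay farthest apart in #A-31. The chi-square of their counts per degree of freedom was 49.8 to 86.0 there, 19.1 to 30.2 in WT and 4.81 to 11.3 in #B-24. The main fit pooled this spread, so call counts depend on it as well as on the response. Fits of only the libraries compared gave 120 and 21 in #A-31, 1064 and 273 in WT, and 1783 and 741 in #B-24. Which direction held more genes at 6 h depended on the fit. With the replicate block 627 were higher and 769 lower in WT, and 795 and 951 in #B-24. In fits of only the libraries compared these were 521 and 543 in WT, and 819 and 964 in #B-24. By number of genes, adjusted p under 0.05 with no fold limit moved the WT totals most, to 3385 genes at 6 h (1675 higher, 1710 lower) and 836 genes at 18 h. The 5 genes that rose most in WT at 6 h under the rule were CCL4, FOS, CCL3L3, CCL3 and PRKG1. Reads of CCL4 were 0 in both libraries at 0 h and 307 and 305 at 6 h, those of FOS 0 and 0 against 289 and 317, and those of CCL3 0 and 2 against 669 and 594. CCL3L3 rose from 2 reads in each library to 1861 and 1949. PRKG1 rose from 0.844 ± 0.665 to 440 ± 140 CPM (log2 fold change 9.02, SE 0.72, adjusted p = 9.89e-07). HSPG2, WNK2 and IGHV7-34-1 fell most, by log2 fold changes of −3.46, −3.19 and −3.003 (adjusted p = 1.93e-06, 1.07e-06 and 1.10e-05). At 18 h PRKG1, EGR2, LINC01483, MPEG1 and IL4I1 rose most, by log2 fold changes from 5.11 to 5.91, and IGLL1, HSPG2 and RAI14 fell most, by −1.535, −1.53 and −1.47 (adjusted p = 0.000897, 0.00248 and 0.00822). The RAI14 call at 18 h was lost with the filter of at least 50 counts and in the fit of only the libraries compared.

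The size of the response was compared between lines over genes called for the mean response of the 3 lines. Over the 818 genes that rose at 6 h, the median log2 response was 1.64 in WT, 1.51 in #A-31 and 1.91 in #B-24. For the 670 genes that fell at 6 h the medians were −1.44, −1.14 and −1.64. At 18 h, 499 genes rose by medians of 1.82, 1.43 and 2.17, and 47 fell by −1.36, −1.32 and −1.56. The response was smaller in #A-31 than in WT for 58.4%, 73.1%, 68.5% and 57.4% of the genes of these sets, and smaller in #B-24 for 35.7%, 33.6%, 30.1% and 25.5%. These are descriptions, and genes are not independent replicates. Over genes called in WT alone, a choice that favours WT, #A-31 was below WT by more. For the genes that rose at 6 h its median minus that of WT was then −0.40, where it was −0.12 over genes called in the 3 lines together. Other fits each chose genes by their own calls in the 3 lines together. They gave −0.0292 with RLE factors (737 genes), −0.0260 with the replicate block (756 genes) and −0.0742 with the GC correction (866 genes). For the genes that fell at 6 h the difference was 0.30, and 0.38, 0.38 and 0.33 in those fits. The rise in #A-31 at 6 h was thus smaller in each fit, in some only slightly, by an amount that depended on the fit and its genes. The smaller fall held in each.

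The interaction tests whether the response to stimulation differs between a clone and WT. For #A-31, 16 genes were called at 6 h (1 higher, 15 lower) and 4 at 18 h (1 higher, 3 lower). For #B-24, 10 genes were called at 6 h (4 higher, 6 lower) and 1 at 18 h, which was higher. The alternative that moved the #A-31 counts most by number of genes was the replicate block with the GC correction, which gave 68 and 27. A fit of only the libraries compared gave 0 and 0 calls, with 738 and 449 genes at an unadjusted p under 0.05. With the replicate block the 4 counts were 40, 11, 24 and 4, and with the GC correction 47, 15, 27 and 5. With the GC correction 10 of the 47 genes of #A-31 at 6 h were higher (21.3% against 6.25% without it) and 2 of the 15 at 18 h (13.3% against 25%). Both clones shared 5 genes at 6 h, all lower: CCR7, KCP, LINC00426, NSG1 and SLAMF7, of which LINC00426 and NSG1 were chosen after their values were seen. No gene was shared at 18 h, where 53 genes had an unadjusted p under 0.05 in both clones in the same direction. SLAMF7 (ENSG00000026751, chromosome 1, 160739057 to 160754821) rose in WT from 60.9 ± 2.97 CPM to 235 ± 2.62 CPM at 6 h, and stood at 36.5 ± 1.82 and 36.7 ± 2.01 CPM in #A-31 and at 57.6 ± 1.44 and 55.3 ± 1.78 CPM in #B-24. Its interaction was −1.94 (SE 0.15, adjusted p = 5.35e-05) in #A-31 and −2.01 (SE 0.15, adjusted p = 3.44e-05) in #B-24. The interaction of KCP was −2.60 (SE 0.31, adjusted p = 0.00218) and −2.46 (SE 0.30, adjusted p = 0.00304). CCR7 (ENSG00000126353, chromosome 17, 40553769 to 40565472) rose in WT from 2.64 ± 0.0826 to 96.0 ± 12.6 CPM at 6 h and stood at 16.6 ± 2.89 CPM at 18 h. Its interaction at 6 h was −3.21 (SE 0.42, adjusted p = 0.00466) in #A-31 and −2.65 (SE 0.29, adjusted p = 0.00180) in #B-24. At 18 h it was −1.11 and 0.60 (adjusted p = 0.999 for both). HRK and BCL2 were called in the 6 h interaction of #A-31, at −2.78 (SE 0.36, adjusted p = 0.00466) and −2.17 (SE 0.27, adjusted p = 0.00346). In #B-24 they were at −1.37 and −0.40 (adjusted p = 0.346 and 0.985). In a fit of only the 8 libraries of the 4 groups compared, the #A-31 calls of CCR7, KCP, SLAMF7, HRK and BCL2 were lost, with fold changes that stayed negative.

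Gene lists were tested with camera, and 32 of the 84 tests were under the threshold. The MHC class II list (12 genes) was lower in #A-31, with medians of −0.64, −0.76 and −1.05 at 0 h, 6 h and 18 h (camera adjusted p = 1.001e-08, 1.48e-10 and 1.51e-15), and 11, 11 and 12 of the genes were lower. It was not under the threshold in #B-24. In WT it rose by medians of 0.68 at 6 h and 0.84 at 18 h (adjusted p = 1.66e-05 and 7.57e-18). The lysosome list (70 genes) rose in WT at 6 h by a median of 0.42 (adjusted p = 3.72e-10, 60 genes higher) and at 18 h by 0.17 (adjusted p = 0.00308). In the 6 h interactions it was lower, by −0.26 in #A-31 (adjusted p = 1.61e-07, 18 genes higher) and by −0.18 in #B-24 (adjusted p = 0.000190, 17 genes higher). Against WT at single time points it was under the threshold only in #B-24 at 6 h (−0.15, adjusted p = 0.00557). The autophagy list (41 genes) was under the threshold only in WT at 6 h, where its median rose by 0.19 (adjusted p = 0.0140). With the replicate block it also passed at 18 h in WT (adjusted p = 0.0319). The BCL2 family (19 genes) was lower in #A-31 at 6 h and 18 h (−0.08 and −0.19, adjusted p = 0.00282 and 0.00807), and higher in WT at 6 h (0.23, adjusted p = 1.61e-05) and 18 h (0.04, adjusted p = 0.000925). The respiratory chain (73 genes) was higher in #A-31 by 0.28, 0.15 and 0.16 (adjusted p = 0.000374, 0.0330 and 0.0140) and lower in #B-24 at 6 h by −0.14 (adjusted p = 0.0376). The G2/M list (36 genes) was higher in #B-24 at 6 h by 0.20 (adjusted p = 0.0173), and in WT higher at 6 h (0.26, adjusted p = 0.0187) and lower at 18 h (−0.16, adjusted p = 0.0140). The BCR list (22 genes) was higher in WT at 18 h by 0.21 (adjusted p = 0.0247). Of the interaction tests 11 of 28 were under the threshold. With the replicate block those of the respiratory chain and the BCL2 family in #A-31 at 6 h were lost (adjusted p = 0.0678 and 0.0593). MHC class II in #B-24 at 6 h (0.0477) and the respiratory chain in #A-31 at 18 h (0.0334) were gained. Under fry 17 of the 32 calls held in the same direction. They included MHC class II in #A-31 at each time point (adjusted p = 0.000563, 0.000247 and 3.40e-05) and the lysosome list in the #A-31 interaction at 6 h (0.0251), but not that list in the #B-24 interaction (0.0917) or in #B-24 against WT at 6 h (0.0517). With an estimated correlation 1 call held, the BCL2 family in WT at 6 h (adjusted p = 0.0443).

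The libraries were also examined for structure that the groups do not explain. In the 8 groups other than #B-24 at 18 h, the difference between replicate 1 and replicate 2 rose with the GC content of the gene, with Spearman correlations across 9285 genes from 0.65 to 0.86. In #B-24 at 18 h the correlation was −0.37. By correlation of log2 CPM, 14 of 18 libraries had a library of their own line as the nearest, and 8 of 18 had the other library of their own group. With each library's GC trend removed, the counts were 18 and 17. Each group holds 1 library of each number, so the numbers are balanced over lines and times. A comparison within a number has 1 library per group and no test, and the fit with the replicate block stands in for it. Fold changes between lines also followed GC content, with Spearman correlations across genes from −0.74 for #B-24 against WT at 18 h to 0.54 for #A-31 against WT at 0 h.

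**Figure D5:**
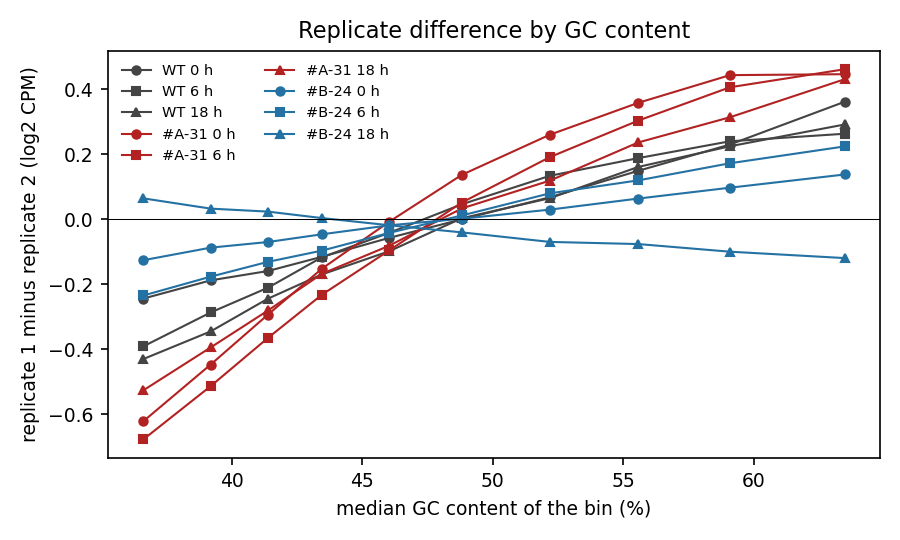
Median difference between replicate 1 and replicate 2 (log2 CPM) in 10 bins of genes by GC content (%), with a line per group. In 8 groups the line rises with GC content, and in #B-24 at 18 h it falls.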

Values the study reported

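The study defined differentially regulated genes of its B cell lines by an FDR < 0.01 together with a log2 fold change of > 1 or < −1.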

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

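The tests below on GC content, on the segments of chromosomes 6 and 7, on windows of 40 genes, on LYN and on KRBOX4 and ANXA5 as marks of a line, and the nearest libraries after removal of the GC trend, were chosen only after the results were seen.

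In the main fit the response to anti-IgM differed between the clones and WT in few single genes. These were 16 at 6 h and 4 at 18 h in #A-31, and 10 and 1 in #B-24. The replicate block gave 40, 11, 24 and 4, and the block with the GC correction 68, 27, 41 and 5. Fits of only the libraries compared gave 0, 0, 12 and 1, so the number of such genes depended on the fit. CCR7 was lower in both 6 h interactions (log2 fold change −3.21 in #A-31 and −2.65 in #B-24), and HRK (−2.78) and BCL2 (−2.17) in that of #A-31. Of the interaction tests on gene lists 11 were under the threshold, with the lysosome list at −0.26 and −0.18 in #A-31 and #B-24 at 6 h. GC content bias between libraries was tested as an explanation. All 5 genes shared by the clones at 6 h were also called in both after the GC correction, and the larger adjusted p of the lysosome list was then 5.10e-06. Both results argue against GC bias as the whole cause.

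A smaller response could also come from less receptor on the unstimulated cells. In #A-31 at 0 h the lowest log2 fold change of IGHM, CD79A and CD79B was 0.13 (SE 0.175), so their mRNA was not lower. This leaves the explanation open, because mRNA does not measure surface IgM and, after the GC correction, these genes stood at −0.02, −0.06 and −0.06. LYN, chosen after its value was seen, was lower in unstimulated #A-31 by a log2 fold change of −0.834 (SE 0.14, adjusted p = 0.00141). In unstimulated #B-24, LYN stood at −0.14 (SE 0.14) against WT, and IGHM, CD79A and CD79B at 0.07, −0.01 and 0.11. Clearly lower LYN mRNA was thus seen in #A-31 alone, while the 5 shared genes were lower in both clones. LYN both starts and restrains BCR signalling, so a lower level could lower or raise the response, and the test does not decide. A measurement of surface IgM and of early phosphorylation in each line would separate these. The lysosome list could be lower after stimulation through loss of TFEB, which binds such genes. The adjusted p of 0.0917 under fry leaves the 6 h interaction of #B-24 uncertain. That of #A-31 held under fry, but camera with an estimated correlation kept neither, so it also depends on the method.

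The clones differed from each other in 699, 942 and 1188 genes at 0 h, 6 h and 18 h. Splits were made for each clone against WT only. With labels of clone and WT exchanged among the 12 libraries, 1 of 100 splits had as many calls as the real one in #A-31 and 1 of 100 in #B-24, in each case the real split, with at most 7 and 29 calls in the other splits. A split by replicate number, made apart from these, gave 35 calls in #A-31 and 0 in #B-24. More calls in #A-31 than in #B-24 could reflect GC bias, but after the GC correction the smallest ratio of calls was 3.003. Gain or loss of chromosome segments was tested with medians over blocks of each chromosome, of which the farthest from 0 was −0.155 and left the question open. In GC-corrected windows of 40 neighbouring genes the largest absolute median was 0.114, under the limit of 0.3 chosen for it. This argues against large segments, and smaller ones remain possible.

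TFEB was lower in #B-24 than in #A-31 by a log2 fold change of −1.17. An exchanged label is a possible cause, and 14 of 18 libraries had their nearest library in their own line, which left it open. After removal of the GC trend 18 of 18 did, which argues against single libraries of another line. KRBOX4 had 0 to 3 reads in each #A-31 library and at least 146 in each other library, and ANXA5 had 0 to 2 reads in each clone library and at least 166 in each WT library. This argues against an exchange of single groups between lines, and an exchange of whole lines would not show. Explanations that were not tested include variation between clones in TFEB expression and different mutations: a frameshift that triggers decay of the mRNA lowers TFEB reads, while a change that leaves the mRNA stable does not. Counts per gene do not show the edited sequence or the protein, and reads over the edited site would show the mutations.

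TFEC differed between the clones by −7.89 at 0 h, with 495 and 966 reads in #A-31 and 0 and 5 in #B-24. In #A-31 against WT, the other genes within 5 Mb of TFEC had a median log2 fold change of 0.0560. This value, from 8 genes, is GC corrected and for the mean over times, and it argues against a gain of the segment. Compensation by relatives was tested as an explanation for lysosome and autophagy lists that were not lower in unstimulated clones. Family members higher in both clones numbered 0, also at an unadjusted p under 0.05, with MITF not tested for lack of reads. This covers only a rise of mRNA, so it cannot exclude compensation by TFE3 already present. TFE3 stood at 46.6, 53.5 and 46.3 CPM in unstimulated WT, #A-31 and #B-24. The paper proposes that TFE3 might carry out autophagic functions in B cells. By a rise of its mRNA, TFEC could make up for TFEB in #A-31 alone, and a knockdown of TFEC there would test it.

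HLA-DRA, HLA-DPB1 and HLA-DQA1 were higher in #B-24 than in #A-31 by 2.61, 1.53 and 3.31, and CCR7 by 2.69, all at 0 h. For the MHC class II list GC bias was tested, and after the GC correction the largest adjusted p in #A-31 was 3.04e-08. The 8 other expressed genes of its segment on chromosome 6 had a median of −0.0657 in #A-31 against WT. This value is GC corrected and for the mean over times, and it argues against loss of that segment. Since #B-24 stood near WT, the lower MHC class II mRNA of #A-31 may be a trait of that clone. It could also need a complete loss of TFEB that #B-24 lacks, although the study's methods describe a screen of mutants for absent TFEB. The study reports severely compromised surface MHC class II protein in TFEB-deficient Ramos cells, measured on independently generated mutants. Surface protein and mRNA are different measures. A trait of the clone and an incomplete loss of TFEB cannot be separated with the mRNA of 2 clones. Re-expression of TFEB in #A-31 would do so.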

How the results depend on the processing

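Counts of called genes are given in the order 0 h, 6 h, 18 h unless stated. Fits with the GC correction, and those with crossed numbers, were chosen after seeing the data. The cause of a changed count was not tested except where the construction shows it. The common biological coefficient of variation was 14.4% in the main fit and 9.34% with the replicate block. It was 8.25% with the GC correction and 6.04% with both.

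With the filter of a mean of at least 50 counts, which by construction leaves 11820 genes, #A-31 against WT gave 377, 461 and 465 calls and #B-24 against WT 103, 147 and 113. #B-24 against #A-31 gave 391, 555 and 583, and stimulation of #B-24 for 18 h 325. For the mean over times the counts were 469 in #A-31 and 154 in #B-24, and both clones shared 42, 58 and 34 genes. With no low-count filter (37941 genes) #B-24 against WT gave 265, 407 and 367 calls. Stimulation for 18 h gave 473 in WT and 250 in #A-31, and the interactions at 6 h and 18 h 41 and 20 in #A-31 and 31 and 9 in #B-24. Both clones shared 151 genes at 6 h and 118 at 18 h, and their 6 h interactions 11.

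Adjusted p under 0.05 with no fold limit cannot lower a count by construction. #A-31 against WT then gave 1211, 1521 and 1602, #B-24 against WT 271, 561 and 411, and #B-24 against #A-31 1220, 2344 and 2345. Stimulation for 6 h and 18 h gave 3385 and 836 in WT, 1843 and 392 in #A-31, and 4217 and 1458 in #B-24. The interactions gave 51 and 8 in #A-31 and 17 at 6 h in #B-24. The mean over times gave 3088 and 924, and both clones shared 119, 216 and 133 genes.

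In fits of only the libraries compared, #B-24 against WT gave 73, 96 and 121, and stimulation of #A-31 120 at 6 h and 21 at 18 h. The interactions of #A-31 gave 0 and 0 (738 and 449 genes at an unadjusted p under 0.05). Both clones shared 32, 40 and 39 genes, and their 6 h interactions 0 (191 at an unadjusted p under 0.05).

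The interactions, at 6 h and 18 h in #A-31 and then in #B-24, gave 40, 11, 24 and 4 calls with the replicate block, 50, 17, 28 and 6 with DESeq2, 47, 15, 27 and 5 with the GC correction, and 68, 27, 41 and 5 with the block and the GC correction. The genes shared at 6 h numbered 9, 12, 10 and 13. With the block and the GC correction #B-24 against WT at 6 h gave 362, stimulation for 18 h 507 in WT and 251 in #A-31, and both clones shared 137 genes at 6 h. Of the 68 genes 18 were higher and 50 lower, and of the 41 genes 21 were higher and 20 lower. With the numbers of #B-24 at 18 h crossed, its interaction at 18 h gave 3 calls, its comparison with WT 278 and that with #A-31 1406.

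TFEB in #B-24 for the mean over times stood at −0.96 with the GC correction and −0.95 with the block and the GC correction, under the fold limit. The block changed 8 results on named genes from not called to called: TFEB at 0 h and IL7R at 18 h in #B-24, HLA-DQB1 in #A-31 at 18 h, and IL7R, HLA-DRB1, HLA-DMA and HLA-DQB1 between the clones. It also changed 5 tests of gene lists, and no other call of a named gene or a list. Of the 32 tests of gene lists, camera with an estimated correlation kept 1. With the GC correction 42 were under the threshold, and the same ranked statistic without that correction gave 37.

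The response size is the median of a clone minus that of WT. Over genes called in WT alone it was −0.40 in #A-31 and 0.0162 in #B-24 for genes that rose at 6 h, 0.46 and −0.0337 for those that fell, −0.75 and 0.15 for those that rose at 18 h, and 0.36 and −0.10 for those that fell. Choosing genes in WT favours WT by construction. The fits below each chose genes by their own calls for the mean response. With RLE factors it was −0.0292 (rose) and 0.38 (fell) in #A-31 at 6 h, −0.17 (fell) in #B-24 at 6 h and −0.31 (rose) in #A-31 at 18 h. With the block it was −0.0260 and 0.38 in #A-31 and −0.18 (fell) in #B-24, all at 6 h. With the GC correction it was −0.0742 (rose) in #A-31, 0.35 (rose) and −0.15 (fell) in #B-24 at 6 h, and −0.0164 in #A-31 for genes that fell at 18 h, where the sign was reversed from 0.04.

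Leaving out each library in turn gave 1073 to 1136 calls for the mean over times in #A-31 and 292 to 323 in #B-24. At single time points 89.2% to 100% of the calls kept their direction and fold limit. Of 524 refits of called results on named genes, each without 1 library, 0 changed direction.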

Other observations

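Of the tests below, those on silent genes and those on GC content were chosen only after the results were seen.

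Genes shared by the clones could arise from the WT libraries that both comparisons use. In 20 simulated series with no line effect the largest number of shared calls was 0, and up to 208 at an unadjusted p under 0.05. The real data held 69 to 91 shared calls. No simulated clone had any call of its own, so 0 shared calls could not have come out otherwise, and the share of the overlap that comes from the WT libraries stays open.

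ANXA5 had 0 to 2 reads in each clone library and 166 to 223 in each WT library. Among 12053 genes expressed in WT (at least 1 CPM), 24 were silent (under 0.1 CPM) in #A-31 and 2 in #B-24, and 1 gene, ANXA5, was silent in both. The number expected without a link was 0.00398 (Fisher exact p = 0.00398). A common origin of the clones from a WT subclone that had silenced the gene may explain it, and so could a need for TFEB. With 1 gene the test leaves both open, and ANXA5 in further WT subclones would separate them.

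The respiratory chain and G2/M lists shifted by small amounts in the clones. GC bias was tested as the cause, and the largest adjusted p after the GC correction was 0.00586, over the tests of clones against WT that were under the threshold without it. GC bias alone is therefore an unlikely cause. Fold changes against WT also followed the length of the longest transcript in part. Spearman correlations across genes were −0.23, −0.17 and −0.18 in #A-31 at 0 h, 6 h and 18 h. In #B-24 at 6 h the correlation was 0.19. An effect of length on these lists was not tested and stays possible. Growth state of the cultures was not measured and could shift both lists.

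Replicate 1 and replicate 2 libraries lay apart along GC content. After the GC trend was removed, 17 of 18 libraries had the other library of their group as the nearest, which is consistent with a GC bias between library batches. In #B-24 at 18 h the difference ran the other way, and exchanged numbers in that group are a candidate explanation that 17 of 18 does not test.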
